# Chronic social defeat reduces myelination in the mouse medial prefrontal cortex

**DOI:** 10.1038/srep46548

**Published:** 2017-04-18

**Authors:** Michael L. Lehmann, Thaddeus K. Weigel, Abdel G. Elkahloun, Miles Herkenham

## Abstract

The medial prefrontal cortex (mPFC) plays a key role in top-down control of the brain’s stress axis, and its structure and function are particularly vulnerable to stress effects, which can lead to depression in humans and depressive-like states in animals. We tested whether chronic social defeat produces structural alterations in the mPFC in mice. We first performed a microarray analysis of mPFC gene expression changes induced by defeat, and biological pathway analysis revealed a dominant pattern of down-regulation of myelin-associated genes. Indeed, 69% of the most significantly down-regulated genes were myelin-related. The down regulation was confirmed by *in situ* hybridization histochemistry for two strongly down-regulated genes, myelin oligodendrocyte glycoprotein (*Mog*) and ermin (*Ermn*), and by immunohistochemistry for myelin basic protein. To test for stress-induced changes in myelin integrity, aurophosphate (Black Gold) myelin staining was performed on mPFC sections. Quantitative stereologic analysis showed reduced myelinated fiber length and density. Behavioral analysis confirmed that the 14-day social defeat sessions resulted in induction of depressive-like states measured in social interaction and light/dark tests. The combined data suggest that chronic social defeat induces molecular changes that reduce myelination of the prefrontal cortex, which may be an underlying basis for stress-induced depressive states.

It is well established that stress can precipitate mood and anxiety disorders and alter structure and function in key stress-related CNS areas like the hypothalamus, hippocampus, amygdala, and prefrontal neocortex^1^. Psychiatric illness-associated pathophysiological changes found in the human brain include dysregulation of the HPA axis^2^, reductions in hippocampal size^3^, and modifications in limbic frontal cortical circuitry and cellular architecture^4^. How stress alters structure and function of the nervous system is pivotal for understanding how the brain functions in health and disease.

The medial prefrontal cortex (mPFC) exerts top-down executive control of the processing of aversive and appetitive stimuli through dense interactions with subcortical regions. Abnormal function and/or structural alterations of this region is linked to the pathophysiology of many neuropsychiatric disorders, including mood disorders. Brain-imaging studies in patients with mood and anxiety disorders provide evidence of volume and connectivity reductions in cortical brain regions^5^,^6^,^7^,^8^. Such changes are hypothesized to lead to disruption of homeostatic mechanisms, resulting in destabilization and loss of synaptic connections in emotional/cognitive circuitry. This is supported by a substantial number of experimental animal studies in which lesions, pharmacological interventions, and electrophysiological and optogenetic techniques were employed to reveal the mPFC as a structure central in cognitive processes and symptoms of psychiatric disorders^9^,^10^,^11^,^12^,^13^,^14^,^15^,^16^.

Previous work from our group has demonstrated that the mPFC is key to controlling fear and emotion related behaviors and is involved in regulation of animal reaction to stressful events^16^,^17^. Here we performed a microarray-based assay of gene expression in dissected mPFC brain tissue from homecage (HC) and chronic social defeat (CSD) mice to provide a snapshot of how this structure changes after chronic psychosocial stress. Unexpectedly, we observed highly significant reductions in expression levels of genes related to myelin biogenesis and maintenance, suggesting that CSD reduces myelination of the mPFC. Stress-induced changes in the transcriptome were confirmed visually with fluorescent *in-situ* hybridization (FISH) histochemistry for two myelin-related genes, with a myelin stain, and with immunohistochemistry for myelin basic protein (MBP).

## Results

### Behavior

Rodents exposed to severe psychological stress show significant structural and functional alterations in the mPFC, a rodent brain structure that shares homology with structures affected in depressed patients^7^,^18^. We investigated long-term stress-induced changes in mPFC gene expression using microarray technology. 

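The array experiment compared the mPFC of 6 homecage (HC) mice, which lived in groups, with that of 6 mice exposed to chronic social defeat (CSD), with 1 array per mouse. In CSD, a male mouse of the inbred C57BL/6 strain lives beside a larger, aggressive male of the CD-1 strain behind a perforated partition and is placed with it for a short bout each day. The defeats lasted 5 min per day over 14 days, and tissue was taken 24 h after the last one. The brains had been perfused with saline, which removes most of the blood, and the forceps minor, a white matter tract next to the mPFC, served as the border of the dissection. From each mouse 200 ng of total RNA was hybridized to an Affymetrix Mouse Gene ST array, on which a set of short probes spread along the exons of a gene gives 1 value.
The values used here are the log2 values that the authors deposited, made with the robust multi-array average (RMA) method in the Affymetrix Expression Console, according to the methods and the submitters' processing notes. RMA subtracts background, brings the arrays to a common distribution and summarizes each probe set. The versions of these programs are not given in the sources used here. The table holds 35556 probe sets, and the precision of a comparison is limited by the number of arrays.
As in the methods, probe sets with at least 1 value above system noise were kept and lower values were raised to it. The methods give no value for system noise. The LOWESS curve of the coefficient of variation on the mean stayed linear only above a log2 value of 14.04, which is brighter than the median probe set at 7.56, so the 20th percentile of all values, 5.75, was used in its place. This kept 29838 probe sets. Differences (CSD minus HC) were tested with limma, a linear model that shares information on the spread among probe sets, with the Benjamini-Hochberg adjustment over all probe sets kept. A probe set was called at an adjusted p under 0.05 and a fold change of at least 1.2. The platform annotation of 2016 pairs 21789 probe sets with 1 gene, 1621 with several genes and 12146 with none. Genes were named only from probe sets with 1 gene, and the brightest probe set stood for each of the 17656 genes measured.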

To achieve this endpoint, we first used two behavioral tests to ensure that within-treatment groups were behaviorally homogeneous. 72 h prior to sample collection, we measured anxiety and sociability with the light/dark (L/D) and social interaction (SI) tests, respectively; declines in these behaviors are maladaptive responses, and they occur coincidently with anxiety-like and depressive-like behaviors measured in open field, elevated zero maze, forced swim test, and tail suspension test^16^,^17^,^19^,^20^,^21^. These two tests were used as inclusion criteria for the stressed cohort. As shown in Fig. 1, mice exposed to CSD showed significant declines in social interaction (t = 7.06, p < 0.001), and significant elevations in anxiety-like behavior that were determined by reduced crosses between light and dark compartments (t = 6.85, p < 0.001) and reduced time spent in the light portion of the L/D box (t = 5.45, p < 0.001). We also added 24 h latency between the last bout of CSD and sample collection. This allowed us to focus on long-term molecular changes induced by the CSD.

### Gene expression

The raw microarray data files were deposited in the NCBI Gene Expression Omnibus at GSE84572. Of the 35,557 gene fragment expression measurements generated per sample, no sample outliers were observed. 

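The 12 arrays resembled each other closely. The median correlation of an array with the others of its group ranged from 0.991 to 0.996 over the probe sets kept. The lowest values were those of HC replicates 6 and 2, at 0.991 and 0.992, while every CSD array reached 0.995 or more after rounding. The median of all values on an array lay between 7.50 and 7.69 on the log2 scale. HC replicate 2 had the highest median, and its gap to the next HC array was 0.667 of the range of the group, above Dixon's 95% limit for 6 values. HC replicates 2 and 6 also received the lowest quality weights from limma, 0.259 and 0.398, and lay at opposite ends of the first principal component. That component held 24.4% of the variance and did not separate CSD from HC (exact permutation test, two-sided, p = 0.955). The second component held 15.1% (exact p = 0.0714) and the third 12.5% (exact p = 0.0195). These p-values are not adjusted for the 4 components examined. No array was left out of the main comparison.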

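The 5 named genes with the smallest p in limma, Il33, Plekhb1, Gltp, Gjc3 and Cpm, were all lower in CSD than in HC mice, and all 5 belong to lists of genes of oligodendrocytes, the cells that form myelin. None of the probe sets kept passed the adjustment over all of them, which gave 0 calls by limma and 0 by the methods' t-test. At an unadjusted p under 0.05 and a fold change of at least 1.2, limma gave 406 probe sets, 221 higher and 185 lower in CSD, and the methods' t-test gave 301, 152 higher and 149 lower. The smallest adjusted p of the methods' t-test was 0.238. Of the 406 probe sets, 120 stood for named genes, 268 had no gene listed and 12 named several genes. The methods' t-test gave 110 named genes at the same limits.
The higher probe sets were mostly ones with no gene listed, 202 of 221, whereas 66 of the 185 lower ones had no gene listed. Centring each array on its median turned the split of all probe sets to 172 higher and 218 lower. Several other settings let named genes pass the adjustment, each of them lower in CSD. With the test restricted to the probe sets with 1 gene, 21 named genes passed, with a mean-variance trend and robust estimation 14, and with quantile normalization 1. A setting chosen after seeing the data, without the lowest-numbered probe sets of the array, for which the annotation names no gene, passed 11.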

Using a fold-change threshold of 1.2, a total of 386 genes (140 named genes) differed significantly (p < 0.05) in their expression levels between CSD (*n* = 6) and HC (*n* = 6) groups at 24 h post CSD (Fig. 2A). Of the named genes, 34 were up-regulated after CSD and 108 were down-regulated in the CSD relative to HC group (Supplemental Table 1). 

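Among the named genes, lower expression in CSD prevailed at an unadjusted p. At an unadjusted p under 0.05 and a fold change of at least 1.2 from limma, 106 named genes were lower and 14 were higher. Of the lower genes 105 code for protein and 1 does not, while of the higher genes 5 code for protein and 9 do not, and of all measured named genes 16539 of 17656 do, shares that were not compared by a test. None passed after adjustment (0 by limma and 0 by the methods' t-test, which gave 100 lower and 10 higher without adjustment, each of them among those from limma).
The lower genes with the smallest p included Gjc3, a connexin of oligodendrocytes, at a log2 fold change of −0.68 (standard error 0.10), and Cpm, the carboxypeptidase M, at −0.67 (standard error 0.10). Plekhb1, of the myelin sheath list, had a log2 fold change of −0.36 (standard error 0.05) and Gltp, a glycolipid transfer protein, one of −0.29 (standard error 0.04). Each of these 4 genes had an adjusted p of 0.0673 from limma, the smallest reached, and for each all 6 CSD arrays lay below all HC arrays. The higher genes with the smallest p were Uqcr11, a subunit of the mitochondrial respiratory chain, at 0.27 (standard error 0.06, adjusted p = 0.158 from limma), the microRNA gene Mir680-2, Rprl2 and Rprl1, related to the RNA of ribonuclease P, and the small nucleolar RNA gene Snora73b at 0.32 (adjusted p = 0.345 from limma). For Rprl1 and Rprl2 all 6 CSD arrays lay above all HC arrays.
Over all named genes, 165 had every CSD array below every HC array and 14 the reverse, where chance gives 19.1 in each direction, or 0.216% of the genes in both together. The number of higher genes rested on single arrays, with 8 without CSD replicate 9, 9 without CSD replicate 7 and 26 without CSD replicate 6, and it was 9 with arrays centred on their medians. Without HC replicates 2 and 6, the arrays with the lowest correlations, 80 genes were lower and 22 higher, a setting chosen after seeing the data.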

There were 74 myelin-related genes, and all were down-regulated, thus constituting 69% of all down-regulated genes.

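Genes of myelin and of the cells that make it were lower in CSD almost throughout. Of 87 measured genes in lists of the myelin sheath, of myelin lipid synthesis, of other genes of mature oligodendrocytes and of oligodendrocyte transcription factors, 85 had a lower mean in CSD and 2 a higher one. The lists were fixed before the data were examined but written with the paper's gene table seen. They are therefore not independent evidence of the direction or of the list tests below.
All 28 measured genes of the myelin sheath list, which holds its structural proteins, were lower, with a median log2 fold change of −0.36, and 24 of them fell at an adjusted p under 0.05 when adjusted over the list alone. Of 32 other genes of mature oligodendrocytes 31 were lower, with a median of −0.33, and 28 fell when adjusted over the list alone. Of 16 genes of myelin lipid synthesis, which make the galactolipids and long fatty acids of the sheath, 15 were lower, 11 fell and 1, Far1, rose when adjusted over the list alone, with a median of −0.16. All 11 transcription factors were lower, 7 of them when adjusted over the list alone, with a median of −0.13. Adjusted over all probe sets, 0 genes of each list passed in limma.
As sets, the lists stood apart from other genes in limma's camera test with a preset correlation, at adjusted p = 2.61e-34 for the myelin sheath, 2.19e-38 for other genes of mature oligodendrocytes, 2.82e-10 for lipid synthesis and 3.49e-08 for the transcription factors. With an estimated correlation, adjusted p = 0.0355 for the sheath, the mature oligodendrocytes and the transcription factors, and adjusted p = 0.0696 for lipid synthesis, which no longer passed. Lists of other glia were lower too, with 14 of 17 genes of astrocytes (adjusted p = 0.0114 in camera) and 16 of 18 of microglia (adjusted p = 0.0363 in camera). Both calls were lost with an estimated correlation (adjusted p = 0.562 with an estimated correlation for astrocytes and 0.690 for microglia).
Of the named genes lower at an unadjusted p, 51 belonged to the 4 oligodendrocyte lists, or 48.1% (Fisher's exact test against all measured genes, two-sided, p = 8.13e-96), and of the higher ones 0 did. This p is not independent evidence, because the lists were written with the paper's table of these same arrays seen. Of their 87 measured genes, 40 were in the rows of that table that could be paired. The test also treats genes as independent, whereas these genes varied together between mice. With the methods' t-test the share was 50.0%. From the lower expression of myelin genes, the paper proposes that CSD reduces myelination of the mPFC.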

The top five most-upregulated genes comprised a disparate list including lipocalin 2 (*Lcn2*) (2.43-fold), musculoaponeurotic fibrosarcoma oncogene homolog G (*Mafg*) (1.35), ubiquitin specific peptidase 17-like D (*Usp17ld*) (1.31), hemoglobin alpha adult chain 2 (*Hba-a2*) (1.25), and mitochondrially encoded tRNA serine 1 (*mt-Ts1*) (1.29). 

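Lcn2 showed the largest difference among the higher named genes, and it came from 4 of the 6 CSD mice. Its log2 value was 6.24 ± 0.24 (SD, n = 6) in HC and 7.53 ± 1.18 (SD, n = 6) in CSD, a log2 fold change of 1.28 (standard error 0.44, adjusted p = 0.432 from limma). The exact permutation test, two-sided, gave p = 0.0411 without adjustment. The HC mean of Lcn2 lay within 0.5 log2 units of system noise, so the size of its fold change depends on that level. With system noise 1 log2 unit higher the fold change was 1.97, against 2.43 at the level used. Mafg, a small Maf transcription factor, was 9.24 ± 0.08 (SD, n = 6) in HC and 9.26 ± 0.09 (SD, n = 6) in CSD, a log2 fold change of 0.03 (standard error 0.05) that is smaller than the spread between mice (exact p = 0.615). Usp17ld, a deubiquitinating enzyme, was 7.11 ± 0.36 (SD, n = 6) in HC and 7.51 ± 0.20 (SD, n = 6) in CSD, a log2 fold change of 0.40 (standard error 0.15, adjusted p = 0.476 from limma). All 6 CSD mice lay above the HC mean of Usp17ld (exact p = 0.0195). The genes Hba-a2 and mt-Ts1 were not analysed here, because no probe set is paired with either of them alone.

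**Figure D1:**
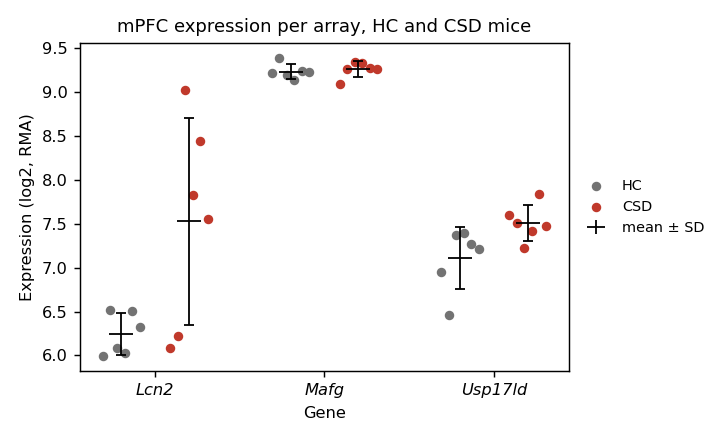
Log2 expression of Lcn2, Mafg and Usp17ld on each array (vertical axis), with HC mice in grey and CSD mice in red, and the mean ± SD of each group (n = 6). For Lcn2, 4 CSD mice lie above all HC mice and the other two lie among them, while the groups overlap for Mafg.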

The top five most-down-regulated genes were myelin oligodendrocyte glycoprotein (*Mog*) (−1.75), ermin (*Ermn*) (−1.71), transferrin (*Trf*) (−1.63), interleukin 33 (*Il33*) (−1.63), and myelin-associated glycoprotein (*Mag*) (−1.61). 

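These 5 genes were lower in every CSD mouse than in any HC mouse (exact permutation test, two-sided, p = 0.00216 for each, the smallest that 6 against 6 allow). Mog encodes a glycoprotein on the outer surface of myelin, and its log2 value was 9.72 ± 0.23 (SD, n = 6) in HC and 8.88 ± 0.30 (SD, n = 6) in CSD. This is a log2 fold change of −0.84 (standard error 0.14). Ermn, a cytoskeletal protein of oligodendrocytes, went from 9.87 ± 0.34 (SD, n = 6) to 9.05 ± 0.25 (SD, n = 6), a log2 fold change of −0.82 (standard error 0.15). Trf, the iron carrier transferrin, which oligodendrocytes express strongly, was 11.35 ± 0.19 (SD, n = 6) in HC and 10.63 ± 0.27 (SD, n = 6) in CSD, a difference of −0.72 (standard error 0.12). Il33 encodes an alarmin, a cytokine released from damaged cells, and was 9.18 ± 0.20 (SD, n = 6) against 8.43 ± 0.18 (SD, n = 6), a difference of −0.75 (standard error 0.10). Mag, an adhesion protein of the inner myelin membrane, differed by −0.71 (standard error 0.14). After adjustment over all probe sets kept, limma gave an adjusted p of 0.0986 for Mog and Trf, 0.132 for Ermn and 0.147 for Mag, none of which passed, and Il33 shared the smallest adjusted p of all probe sets, which did not pass either.
Il33, Mog and Trf passed the adjustment in limma when only probe sets with 1 gene were tested, at an adjusted p of 0.0193, 0.0338 and 0.0369, and with a mean-variance trend and robust estimation.

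**Figure D2:**
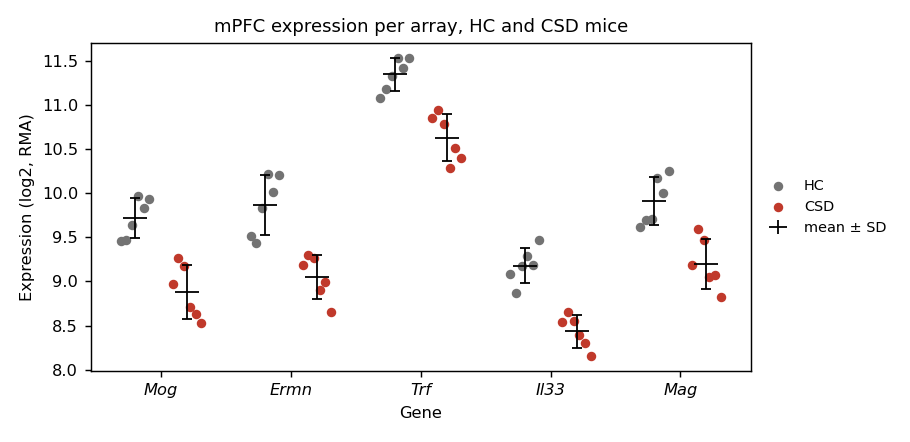
Log2 expression of Mog, Ermn, Trf, Il33 and Mag on each array (vertical axis), with HC mice in grey and CSD mice in red, and the mean ± SD of each group (n = 6). All 6 CSD mice lie below all 6 HC mice for each gene.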

IPA software was used to probe relationships between genes that passed significance testing (p < 0.05), and 512 significantly enriched biological functions or disease pathways were observed. This list was greatly truncated by filtering out pathways with z-scores between the range of −1 and +1. In this context, Z-scores are used to determine whether a pathway is activated or inhibited. In an activated pathway, the actual pattern observed in the dataset matches the expected pattern in IPA resulting in a positive z-score. Using this filter, we found 19 inhibited pathways and 14 activated pathways. Examples of significantly up- or down-regulated pathways are shown in Fig. 2B. These pathways fell under three general categories—demyelination, inflammation, and cell death. 

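Outside myelin, lists for inflammation and cell death showed small differences in both directions. Of 25 inflammatory mediators, among them cytokines, chemokines and adhesion molecules, 15 had a higher and 10 a lower mean in CSD. In limma 0 passed when adjusted over the list alone or at an unadjusted p under 0.05. These counts depend on how the list was drawn. It leaves out the cytokine gene Il33, placed with mature oligodendrocytes, at a log2 fold change of −0.75. It also leaves out Lcn2, placed with reactive astrocytes, at 1.28. Icam1, an adhesion molecule for leukocytes, had a log2 fold change of 0.16 and Myd88, an adaptor of Toll-like receptors, one of −0.09 (adjusted p = 0.614 over the list alone in limma for both). As a set the mediators did not stand apart from other genes (camera, adjusted p = 0.466). Of 17 cell death genes 8 were higher and 9 lower, 0 passed when adjusted over the list alone and 1 was lower at an unadjusted p in limma. Bak1, which opens the outer mitochondrial membrane during apoptosis, had a log2 fold change of −0.12 and Aifm1, a mitochondrial factor of caspase-independent death, one of 0.06. The cell death list had a median of −0.02, while camera placed it on the higher side (adjusted p = 0.880).
Of 15 genes of reactive astrocytes, astrocytes that respond to injury, 10 were higher and 5 lower, with a median log2 fold change of 0.02. Apart from Lcn2, its gene with the smallest p was Osmr, the oncostatin M receptor, at 0.30 (adjusted p = 0.581 over the list alone in limma). The list had an adjusted p of 0.0490 on the higher side in camera, which was lost with an estimated correlation (adjusted p = 0.690).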

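The lower expression was found in genes of mature oligodendrocytes and in the transcription factors that set up their program. Genes of oligodendrocyte precursors had mean differences in both directions, a contrast that was not tested. Among the transcription factors, Olig2, which specifies the lineage, had a log2 fold change of −0.33 (standard error 0.06) and Sox10, which activates myelin genes, one of −0.21 (standard error 0.04), at an adjusted p over the list alone of 0.000574 and 0.00183 in limma. Among the genes of myelin lipid synthesis, Aspa, which frees acetate from N-acetylaspartate, fell by 0.58 (standard error 0.11) on the log2 scale, at an adjusted p over the list alone of 0.00138 in limma, and Gltp reached 0.000169 over that list. Far1, which makes fatty alcohols for ether lipids, was the only higher gene of the lipid list and rose by 0.10, at an adjusted p over the list alone of 0.0497 in limma, and was chosen after its value was seen.
Of 10 genes of newly formed oligodendrocytes, the stage before myelination, 8 were lower and 3 fell when adjusted over the list alone in limma, Tmem163 at −0.23, Enpp6 at −0.28 and Bmp4 at −0.25, the last chosen after its value was seen. Their median was −0.03, and the camera test of the list, which passed with a preset correlation, was lost with an estimated one (adjusted p = 0.408). Of 14 precursor genes 7 were lower and 7 higher, with a median of −0.01. At an unadjusted p under 0.05 in limma, 3 of them were lower and 0 higher. Ednrb, an endothelin receptor, was the 1 gene of this list that fell when adjusted over the list alone, at −0.26 (standard error 0.07, adjusted p over the list alone of 0.0248 in limma), and Lhfpl3 had a log2 fold change of −0.13 (standard error 0.05). The precursor list did not stand apart from other genes in camera (adjusted p = 0.858 with an estimated correlation).

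**Figure D3:**
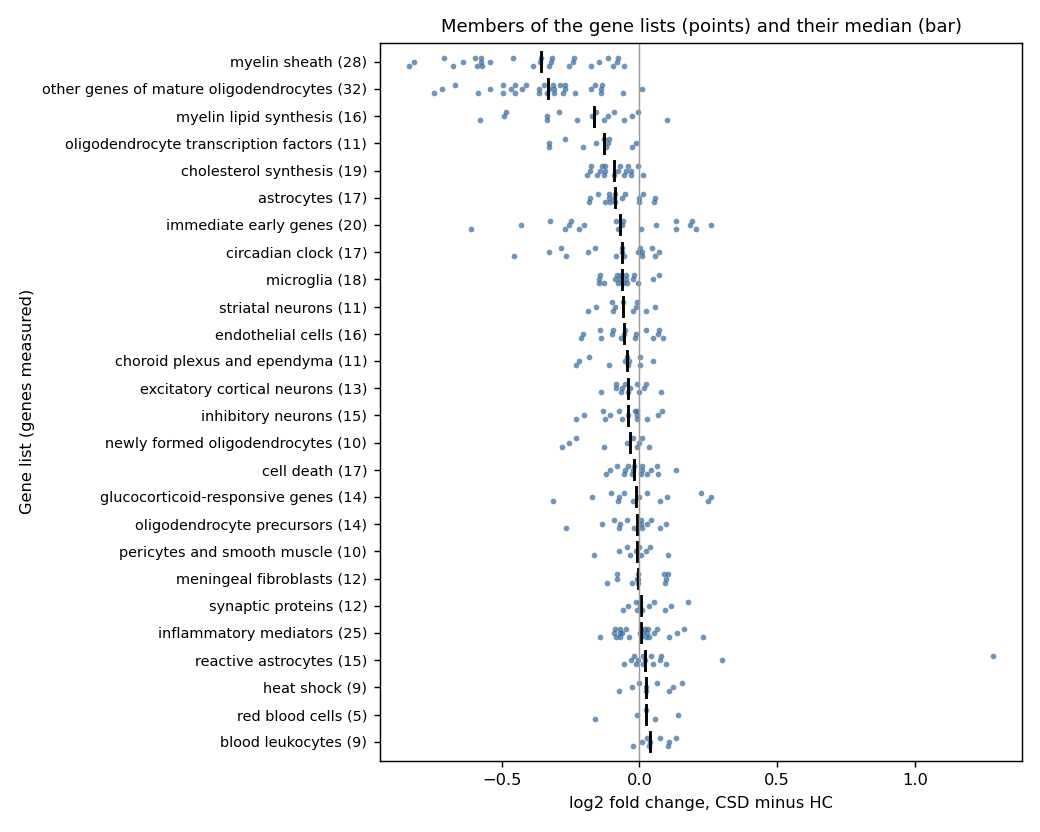
Log2 fold change (CSD minus HC, horizontal axis) of the measured genes of 26 gene lists, 1 point per gene, with a bar at the median of each list. The lists of the myelin sheath and of other genes of mature oligodendrocytes lie farthest to the lower side, with medians of −0.36 and −0.33.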

The network involved with myelination appeared majorly disturbed by CSD. The function categories generated by bioinformatics analysis tools like IPA generate lists of genes that appear redundantly in multiple categories. Most genes lack dedicated and exclusive functions and therefore fall into more than one function or functional category. Thus, genes were segregated by those associated more with myelin or with inflammation. A subset of the genes is shown in Fig. 2C. 

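The other myelin genes of Fig. 2C were lower in CSD as well. Mobp, a basic protein of compact myelin, had a log2 fold change of −0.64 (standard error 0.14), and 5 of 6 CSD mice lay below all HC mice (exact permutation test, two-sided, p = 0.00649). Anln, which scaffolds septins in the sheath, was at −0.59 (standard error 0.16), Cnp, the myelin phosphodiesterase, at −0.58 (standard error 0.11) and Cldn11, the tight junction protein of myelin, at −0.57 (standard error 0.12). Fa2h, which hydroxylates the fatty acids of myelin lipids, was at −0.49, Pde8a, a cyclic AMP phosphodiesterase, at −0.47, and Pllp, a membrane protein of myelin, at −0.39. For these 6 genes from Anln to Pllp no CSD mouse overlapped the HC mice. Mal, a lipid raft protein of myelin, differed by −0.46 (standard error 0.17), with 3 of 6 CSD mice below all HC mice (exact p = 0.0390). The adjusted p over all probe sets kept ranged in limma from 0.0917 for Pllp to 0.457 for Mal. Mir384, a microRNA gene, was higher, at 7.09 ± 0.22 (SD, n = 6) in HC and 7.43 ± 0.21 (SD, n = 6) in CSD, a log2 fold change of 0.34 (standard error 0.11, adjusted p = 0.410 from limma), with 4 CSD mice above all HC mice. Pllp passed at an adjusted p of 0.0325 in limma when only probe sets with 1 gene were tested.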

The direction and magnitude of all changes were confirmed by qRT-PCR analysis for a selected subset of up- and down-regulated genes (Fig. 2C).

### Fluorescent *in situ* hybridization (FISH) for myelin oligodendrocyte glycoprotein (*Mog*) and ermin (*Ermn*) mRNA expression

We next determined whether the stress-induced reductions in myelin-related gene expression could be revealed at the histological level with cellular resolution. In a separate experiment, mice were exposed to CSD, screened for effect of stress on behavior, and then processed for myelin staining in the mPFC (Fig. 3A). CSD altered behavior in the SI task (Fig. 3B; t = 4.42, p < 0.005). FISH showed that cells expressing *Mog* mRNA were reduced in numbers throughout the gray matter and white matter of the prefrontal cortex (Fig. 3A). We counted the number of DAPI-positive cells colabeled with *Mog* probes in mPFC, which included the anterior cingulate (AC), prelimbic (PL), and infralimbic (IL) cortices, and the forceps minor (fmi). CSD significantly reduced the number of *Mog* mRNA-positive cells in the combined regions of the mPFC (Fig. 3C; t = 2.57, p < 0.04) and in the forceps minor of the corpus callosum (Fig. 3D; t = 2.64, p < 0.04). We further examined the effects of CSD on the expression of ermin, a marker of mature myelinating oligodendrocytes. CSD significantly reduced the number of *Ermn* mRNA-positive cells in the mPFC (Fig. 4A and B; t = 3.85, p < 0.002) and approached significance in the forceps minor (Fig. 4C; t = 2.02, *p* = 0.061).

As an internal control, we further stained for mRNA expression of ubiquitin C (*Ubc*), a housekeeping gene expressed in all cells, that should not be altered by CSD. No difference in mPFC *Ubc* mRNA expression was observed between HC and CSD samples (Fig. 5). The data indicate both that hybridization conditions were the same in both groups and that CSD did not alter total numbers of cells in the region.

We also examined for *Mog* mRNA-positive cells in the primary motor cortex, a nonlimbic brain region, and the piriform cortex, a stress responsive region known to be activated by chronic social stress^16^,^22^. We observed a slight but non-significant decline in *Mog* mRNA-positive cells in the primary motor cortex of CSD mice (38.6 ± 2.8) vs HC mice (45.3 ± 3.9) (t = 1.39, *p* = 0.17). In the piriform cortex, stress had no effect on the expression of *Mog* mRNA-positive cells; both conditions showed similar expression levels (HC; 36.9 ± 7.6, CSD; 38.0 ± 3.1). The results suggest the effects of stress on *Mog* expression are regionally specific.

### Myelin staining of mPFC

In a third experiment, mice were exposed to CSD, screened for effect of stress on behavior, and then processed for myelin staining, (Fig. 6A) and for MBP (Fig. 7) and GSTπ protein immunostaining (Fig. 8) in the mPFC. Mice in this experiment exposed to CSD displayed markedly lower SI behavioral scores compared to HC controls (Fig. 6B; t = 7.61, p < 0.001). Myelinated fiber length in mPFC of Black Gold-stained sections was evaluated with a stereology tool called Spaceballs that reliably measures myelin fiber length and density across a wide range of values^23^. CSD significantly reduced myelin fiber length density (MFLD) (Fig. 6C; t = 3.01, p < 0.02). Myelinated fiber length was also significantly reduced in CSD-exposed mice (Fig. 6D; t = 3.51, p < 0.005).

Reduced myelin staining in the mPFC of CSD mice was further confirmed through labeling for MBP, a major constituent of the myelin sheath in oligodendrocytes. Chronic stress significantly reduced the MBP-positive staining area in mPFC (Fig. 7; t = 4.88, p < 0.001). Stress-induced changes in myelin-related gene expression and myelin protein staining may be due to a decline in oligodendrocyte number. Therefore, we immunostained for GSTπ, a protein expressed in mature myelinating oligodendrocytes^24^,^25^,^26^. CSD however did not alter the number of oligodendrocytes in the mPFC; both groups showed a similar density of GSTπ-immunolabeled cells (Fig. 8).

## Discussion

The current study provides definitive molecular and histochemical evidence that chronic social stress reduces myelination of the mPFC in mice. The mPFC is a key structure involved with emotional regulation, and it has been associated with an inhibitory function on limbic areas activated by emotionally arousing stimuli and with a particular sensitivity to dysregulation by those stimuli^15^. Functional and structural alterations of this region have been linked to declines in behavioral affect in humans and rodent models. In the current study, transcriptional profiling of this region after CSD exposure revealed highly significant alterations in a rather small set of genes comprising the processes of neuroinflammation and myelin biology. Metaanalysis through IPA revealed that the majority of genes (69%) down-regulated by CSD were involved with myelin biosynthesis. 

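On the linear scale, expression of 4 myelin genes was lower in CSD by a fold size of 1.78 for Mog, 1.76 for Ermn, 1.63 for Mag and 1.56 for Mobp. All 6 CSD mice lay below the HC mean for each of them. Adjusted over the list of myelin sheath genes alone, limma gave an adjusted p of 0.000348 for Mog, 0.000676 for Ermn, 0.000974 for Mag and 0.0011 for Mobp. That list was written with the paper's table seen, and none of the 4 genes passed the adjustment over all probe sets.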

The profound decline in expression of key myelin genes including *Mog, Mag, Mobp*, and *Ermn* is suggestive of reduced myelination. IPA pathway modeling further confirmed these classifications, and among the most significantly altered disease pathways in the IPA Analysis were demyelination, hypomyelination of axons, and cell death of neuroglia. We probed leads from the microarray suggesting stress-induced declines in myelination through two different means. First, we used fluorescent *in situ* hybridization probes to reveal the effects of CSD on the expression mRNAs for *Mog,* which codes for MOG, a glycoprotein central to the formation of the myelin sheath, and *Ermn*, which codes for ermin, a cytoplasmic protein found in the outer tongue of the myelin sheath and in the paranodal loops of mature oligodendrocytes^27^. We observed significantly reduced the number of *Mog* and *Ermn* mRNA-positive cells in the mPFC gray matter. The number of *Mog*-positive cells was also reduced in the subjacent forceps minor. Second, we observed significant declines in mPFC myelin fiber density in CSD mice using an aurophosphate stain for myelin and immunohistochemistry for MBP. Both results confirm array findings and provide compelling evidence of reduced myelination as a consequence of CSD exposure.

Several reports have used microarrays to study stress-induced changes in the rodent prefrontal cortex, but to our knowledge, this is the first to observe reductions in expression of myelin-related genes. We employed moderately stringent criteria to define differentially expressed genes, similar to other studies. However, direct gene-by-gene comparisons with these studies is problematic due to the different stress paradigms and microarray platforms used, as well as variation in brain region taken for analysis. Notably, our snapshot of transcriptional changes was captured 24 h after the last stress exposure. This delay may have removed a large subset of gene expression changes associated with acute responses to stress. 

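Genes that respond within minutes to hours of a stimulus showed no common direction 1 day after the last defeat. Of 20 immediate early genes, which neurons switch on after activity, 8 were higher and 12 lower in CSD, with a median log2 fold change of −0.07, and 0 passed in limma when adjusted over the list alone (1 higher and 2 lower at an unadjusted p under 0.05). Jun, a subunit of the transcription factor AP-1, had a log2 fold change of 0.26 (standard error 0.07, adjusted p = 0.0503 over the list alone in limma), with all 6 CSD mice above the HC mean. Dusp1, a phosphatase that switches off stress-activated kinases, was at −0.43 (standard error 0.15, adjusted p = 0.149 over the list alone in limma). Of 14 genes that respond to glucocorticoids, 7 were higher and 7 lower. The kinase gene Sgk1 was at −0.31 (standard error 0.11) and Pdk4, which restrains pyruvate oxidation, at −0.17 (standard error 0.06), and 0 genes passed in limma when adjusted over the list alone (1 higher and 2 lower at an unadjusted p). Neither list stood apart in camera, at an adjusted p of 0.840 for the immediate early genes and 0.880 for the glucocorticoid list, whose median was −0.01 while the test placed it on the higher side.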

We found that the vast majority of differentially expressed genes were down-regulated, with most of the up-regulated transcripts being predicted genes or pseudogenes. This pattern of gene expression is similar to other microarray studies showing mostly down regulation of genes in the PFC following chronic stress^28^,^29^,^30^. 

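The named genes that were higher at an unadjusted p are largely short or non-coding RNAs. They include the microRNA genes Mir680-2 and Mir384, the small nucleolar RNA genes Snora73b and Snora16a, the guide RNA gene Scarna13 and the long non-coding RNAs 1700048O20Rik and Gm10754, next to Rprl1 and Rprl2. The higher genes that code for protein were Lcn2, Usp17ld, Uqcr11, the cytochrome P450 gene Cyp1b1 at a log2 fold change of 0.31 and Eif2s3y, a translation factor gene on the Y chromosome, at 0.38. Of these genes, Snora16a, Scarna13, 1700048O20Rik, Gm10754, Cyp1b1 and Eif2s3y were chosen after their values were seen. Of 25 pseudogenes and 119 transcribed pseudogenes among the named genes, 0 were higher or lower at an unadjusted p in limma. Over all 208 measured microRNA genes the median log2 fold change was 0.05 and 154 were higher, and over 592 long non-coding RNAs it was 0.01. None of the 7 classes of RNA tested stood apart in camera with an estimated correlation (adjusted p = 0.543), and the classes of Rprl1, Rprl2 and Scarna13 were not among them.
Most of the higher probe sets have no gene listed. A block with the lowest numbers on the array, in which the annotation names no gene, held 81.7% of the higher probe sets with no gene listed and 55.8% of all kept ones with none. What these probe sets measure is not given in the sources used here. Within this block 165 probe sets were higher and 62 lower, and among the other probe sets with no gene listed 37 were higher and 4 lower.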

Of the few genes with elevated transcription, others also found *Lcn2* and *Hba-a2* (hemoglobin)^31^, indicating that this stress paradigm reflects findings of previous work.

*Lcn2* was the most prominent gene transcript elevated by CSD. 

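The Lcn2 signal differed widely between the CSD mice. On the log2 scale it was 9.03 in CSD replicate 7, 8.44 in replicate 9, 7.83 in replicate 8 and 7.55 in replicate 10. In CSD replicates 2 and 6 it was 6.09 and 6.22, within the range of the HC mice, whose highest value was 6.52. Osmr, of the reactive astrocyte list, was at 6.91 and 6.93 in CSD replicates 2 and 6, at 7.75, 7.84 and 7.45 in replicates 7, 9 and 10 and at 7.15 in replicate 8, where the highest HC value was 7.20 (values compared after they were seen). Over the CSD mice, 12 of 14 other genes of that list correlated positively with Lcn2 (median Spearman 0.60), as did 69.0% of all measured genes (median 0.257). So did 8 of 9 genes of blood leukocytes (median 0.429) and 20 of 24 inflammatory mediators (median 0.40). CSD replicates 7 and 9 also had the lowest scores on the third principal component, −14.3 and −18.8. Genes of blood leukocytes, which also carry lipocalin 2, showed smaller differences. Of 9 measured ones 8 were higher and 1 lower, with a median log2 fold change of 0.04, and 0 passed in limma when adjusted over the list alone or at an unadjusted p under 0.05. Ltf, which like Lcn2 is stored in neutrophil granules, had a log2 fold change of 0.04, and S100a9, an abundant calcium-binding protein of neutrophils, one of 0.10, both chosen after their values were seen. In HC, 4 of the 9 genes lay within 0.5 log2 units of system noise, as did Lcn2 itself with its mean of 6.24. Mpo, the myeloperoxidase of neutrophils, was at 0.11 and Nkg7, of cytotoxic lymphocytes, at 0.13 (adjusted p = 0.675 over the list alone in limma). As a set, the leukocyte genes passed on the higher side in camera (adjusted p = 0.0363), which was lost with an estimated correlation (adjusted p = 0.690 with an estimated correlation).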

Lipocalin-2 (LCN2) is mainly known as an antimicrobial defense mediator that scavenges a subset of bacterial siderophores, thereby restricting iron acquisition by bacteria. LCN2 is also an acute phase response protein induced by psychological stress^32^ and up-regulated in response to numerous adverse stimuli such as inflammation^33^,^34^ or cerebral ischemia^35^. LCN2 can play a role in macrophage polarization and has been shown to deactivate alveolar macrophages in pneumococcal pneumonia where it might facilitate resolution of the inflammatory response^36^. Thus, LCN2 might provide a means to prevent overwhelming inflammation and promote tissue repair and wound resolution after subsiding DAMP and PAMP signals that may occur during CSD. The exact molecular mechanisms underlying the role of LCN2 in CSD-exposed mice remains to be elucidated in future studies.

How and why stress drives hemoglobin gene expression in rodent mPFC is unknown and curious. Hemoglobin is expressed at high levels in erythrocytes, but its presence has been detected in brain in several pathological states, including chronic peripheral inflammation^37^, ischemia^38^, and social stress models^31^. Its function in brain is not well understood. Some evidence links its expression in neurons, where it plays an important role in neuronal respiration, oxidative stress, and response to injury^38^,^39^. We are currently exploring the cellular location of *hemoglobin gene* expression, and whether changes in vascular tone are responsible for the current observations.

Our main microarray finding is that over two thirds of the significantly regulated genes were myelin-related, and all of these were down-regulated by CSD. 

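The lower level of oligodendrocyte genes was seen in every CSD mouse. The mean log2 value over the measured genes of the 4 oligodendrocyte lists was 9.42 ± 0.0955 (SD, n = 6) in HC and 9.10 ± 0.101 (SD, n = 6) in CSD, a difference of −0.317 (exact permutation test, two-sided, p = 0.00216, the smallest possible). The lists were written with the paper's table of these same arrays seen, so this p is not independent evidence of the difference. The highest CSD mouse, replicate 7, was at 9.22 and the lowest HC mouse, replicate 1, at 9.29. These genes also varied together between mice of the same group, with 59.5% of their variance within groups on 1 component. With the mean level of the lists as a covariate in limma, 0 of the genes kept a group difference at an adjusted p under 0.05, but this covariate itself separates the groups.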

The expression patterns suggest that chronic stress decreases myelination. The prediction is striking because there is reduced myelin staining intensity in prefrontal cortical white matter of psychiatric patient brains^40^ and disruptions in microstructure of the white matter tracts connecting the frontal lobe assayed by diffusion tensor imaging (DTI) studies of human depression^41^,^42^,^43^. In addition, there is evidence for oligodendrocyte alterations across most psychiatric conditions, including autism, bipolar disorder, major depressive disorder (MDD), Alzheimer’s disease, and schizophrenia (reviewed in ref. 44). In humans, evidence for oligodendrocyte disruption has been reported using genetic, imaging, and postmortem studies (reviewed in ref. 45). Decreased oligodendrocyte-related gene expression^46^,^47^, decreased oligodendrocyte numbers and density^48^,^49^,^50^, and abnormal myelin morphology^51^ have been reported in postmortem tissue from subjects with MDD, compared to normal controls, within dorsolateral prefrontal cortex, anterior cingulate cortex, and prefrontal area BA9.

Evidence implicating decreased myelination and oligodendrocyte components associated with depressive-like states in rodents is supported in several studies showing stress-induced reduction in myelin gene expression and protein immunostaining in adolescent^52^,^53^, and adult mice^54^,^55^,^56^. Our data suggest that reduced myelination is not the result of changes in numbers of mature cells based on lack of changes in GSTπ-stained cell numbers, which is supported by a similar finding in adolescent mice^52^, whereas other studies have shown reduced numbers of new and mature oligodendrocytes in the mPFC in adult mice in chronic stress paradigms^54^,^55^.

Although it is clear that oligodendrocyte deficits are frequently observed in neuropsychiatric disorders, the actual mechanisms that induce oligodendrocyte alterations in brain remain elusive. Stress-related declines in mood are associated with dysregulation of the hypothalamic-pituitary-adrenal (HPA) axis^57^,^58^, and several reports have suggested that adrenal glucocorticoids can target oligodendrocytes directly leading to oligodendrocyte-related pathology^51^,^59^,^60^,^61^. Since CSD can produce prolonged elevations in glucocorticoids^19^, this aberrant alteration in HPA axis activity may result in altered oligodendrocyte function including declines in myelination.

Current studies have also established that in the uninjured, healthy adult brain, new myelin is continually generated in a dynamic fashion. There is evidence that changes in myelination may be modulated by experience in an activity-dependent fashion^62^,^63^,^64^. Adult mice deprived of social experiences showed declines in myelin thickness and myelin transcripts in the PFC; these changes were reversed by exposing them to socially enriched environments^65^ suggesting that myelination is a plastic response to environmental stimuli. Whether similar changes can occur with mice exposed to social defeat is unknown. However, myelination plasticity may explain the behaviorally restorative effects of enriched environments on socially defeated mice^19^,^21^.

Compelling evidence suggests that long-term changes in brain areas and circuits mediating complex cognitive and emotional behaviors represent the biological underpinnings of mood and anxiety disorders. Here we provide evidence that CSD results in reduced myelination and decline in oligodendrocyte function within the mPFC. *In vivo* magnetic resonance imaging studies have observed structural abnormalities, including white matter volume reductions, in the frontal cortex in patients with major depressive disorder^66^. Disruption of cortical-subcortical circuit integrity through microstructural changes in white matter may be involved in the etiology of major depressive disorder. Understanding biological drivers of this decline may provide new targets for therapeutic development.

## Materials and Methods

All procedures were approved by the National Institute of Mental Health Institutional Animal Care and Use Committee and conducted in accordance with the National Institutes of Health guidelines.

### Chronic social defeat (CSD)

As described previously^16^, an experimental intruder male C57BL/6 mouse was co-housed for 14 days in the home cage of a dominant aggressor CD-1 male mouse (both from The Jackson Laboratories). A perforated polycarbonate partition separated the pair. Each day, the partition was removed for 5 min to allow agonistic encounters between the pair. HC control mice were kept in group-housing conditions.

### Behavioral phenotyping

CSD and HC mice were tested in the social interaction test and light/dark test to gauge mood. One behavioral test was run per day. Automated video-based tracking of behavior was done as previously described (TopScan and TailSuspScan; Cleversys^19^,^20^). The light/dark box test was conducted on the morning prior to the 12^th^ social defeat session in a 50 × 25 × 30 cm Plexiglas box divided into dark (one-third of total area) and light compartments separated by an open door. Time spent in the light compartment and transitions between compartments during 10 min were measured. For the social interaction test, on the morning prior to the 13^th^ social defeat session, mice were placed in the open-field arena containing two upside-down wire cages. One cage contained an unfamiliar aggressor CD-1 mouse, and the other was empty. Test mice were placed in the open field and allowed to explore for 30 min. Their locations were recorded from above. Social interaction quotients following the interaction task were quantified as a ratio between duration investigating the aggressor CD-1 mouse and the empty cup.

### Microarray analysis

One day following the last social defeat, mice were rapidly anesthetized using isoflurane, perfused with 20 ml of cold saline, and decapitated. Brains were removed and placed into a brain slicer matrix (Zivic Instruments). 500 μm-thick coronal slices were collected, submerged in RNAlater (Qiagen), and incubated for 24 h at 4 °C. Under aid of a dissecting microscope, slices at levels from 1.1 mm to 2.1 mm anterior to bregma were identified. Using the forceps minor as a guide and boundary, the medial prefrontal cortex was isolated with the beveled edges of 25-ga hypodermic needles and placed in 500 μl TRIzol (Invitrogen), homogenized with a 25-ga needle and syringe, and then stored at −80 °C. Samples (*n* = 6 HC, *n* = 6 CSD) were prepared according to Affymetrix protocols. RNA quality and quantity was ensured using the Bioanalyzer (Agilent) and NanoDrop (Thermo), respectively. Total RNA (*n* = 6 HC, *n* = 6 CSD; 200 ng per sample) was prepared according to the Affymetrix protocol. The hybridization cocktail containing the fragmented and labeled cDNAs was hybridized to the Affymetrix Mouse GeneChip 1.0 ST chips. The chips were washed and stained by the Affymetrix Fluidics Station using the standard format and protocols as described by Affymetrix. The probe arrays were stained with streptavidin phycoerythrin solution (Molecular Probes, Carlsbad, CA) and enhanced by using an antibody solution containing 0.5 mg/ml of biotinylated anti-streptavidin (Vector Laboratories, Burlingame, CA). An Affymetrix Gene Chip Scanner 3000 was used in conjunction with Affymetrix GeneChip Operation Software to generate probe-level data for 29,215 mouse gene fragments per hybridized cRNA. Cel files generated by the Affymetrix AGCC program were imported into the Affymetrix Expression Consoe program and RMA (Robust Multichips Analysis) normalization was performed to generate the Chp files. The statistical programming language R was used (http://cran.r-project.org/). RMA (http://www.bioconductor.org/) was employed for probe-level data summarization and normalization. Data quality was assessed by visual inspection by Tukey box plot, covariance-based Principal Component Analysis (PCA), scatter plot, and correlation-based Heat Map. System noise was defined as the lowest observed mean data value at which the LOWESS fit of the normalized data (CV–mean) changes from non-linear to linear. Gene fragments not having at least one data value greater than system noise were discarded. Remaining data were floored to system noise and subjected to the Welch-modified t-test on a gene fragment-by-gene fragment basis with a Benjamin–Hochberg correction and false discovery rate of p < 0.05 and fold change threshold >1.20.

### Bioinformatics Analysis

Enriched biological functions for the selected gene fragments were determined using Ingenuity Pathways Analysis (IPA; Ingenuity, Inc.). Supervised analyses were conducted using separate gene fragment lists based on regulation direction. IPA is an accepted bioinformatics tool used to analyze microarray data. Of several tools available for mining array data, IPA uses a high percentage of curation by experts for multiple sources of information (see http://www.ingenuity.com/science/knowledge_base.html).

### Quantitative PCR

Quantitative RT-PCR was performed on a subset of the samples (n = 6 HC, n = 5 CSD) to validate selected candidate genes from microarray data. Total RNA was extracted using a commercial kit (Qiagen) and reverse transcribed using a Superscript III First Strand cDNA Synthesis Kit (Invitrogen). Two-step real-time RT-PCR with 2× SYBR Green Master Mix (Bio-Rad) was performed using the Bio-Rad iCycler. All primers were validated and sequenced prior to this experiment. Primer sequences are as follows: myelin oligodendrocyte glycoprotein (*Mog,* NM 010814) F: TGATTTCCCTCCCTCAACTG, R: CGTATCCTGGTTGGCAGAAT; ermin (*Ermn*, NM 029972) F: CCTTCCGCTGAGATGTCTTC, R: AGCAAAAACCCAGGAATGAA; transferrin (*Trf*, NM 133977) F: ATCCGATGCTATGACCTTGG, R: CCCTTCTTTACCACAGCCACA; myelin-associated oligodendrocytic basic protein (*Mobp*, NM 001039364) F: ACGGATGAAAACCCAGTGAG, R: CAGCAGATCCAGTCCTCCTC; lipocalin 2 (*Lcn2*, NM008491) F: CTGTCCCCTGAACTGAAGGA, R: AGGAAAGATGGAGTGGCAGA; glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*, NM 008084.2) F: CAAAATGGTGAAGGTCGGTGTG, R: TGATGTTAGTGGGGTCTCGCTC. The endogenous GAPDH gene was used to normalize quantification of the mRNA target. Relative expression levels were determined by the ΔΔCt method, and the data were expressed as the fold change relative to the HC sample.

### FISH histochemistry

24 h after the end of the last defeat session, CSD and HC mice were killed by CO_2_ inhalation, and brains were quickly removed and frozen. 16 μm-thick coronal sections were placed on gelatin-coated slides and dried at 37 °C. FISH was performed according to Affymetrix ViewRNA ISH Tissue 2-Plex instructions for fresh-frozen tissue. Slides were fixed overnight at 4 °C in 10% neutral-buffered formalin (NBF). Slides were dehydrated, baked, digested with protease (all reagents from Affymetrix) for 10 min at 40 °C, and fixed with 10% NBF for 5 minutes at room temperature. Sections were incubated for 2 h at 40 °C in a hybridization oven (HybEZ, ACD) with ViewRNA Type 6 probes for mouse myelin oligodendrocyte glycoprotein (*Mog*) or Ermin (*Ermn*) transcripts. For an internal control, adjacent sections were also stained with a ViewRNA Type 1 probe for the housekeeping gene, ubiquitin C (*Ubc*). Sections were then incubated with PreAmp, Amp, and alkaline phosphatase-conjugated label probe solutions according to instructions and stained with Fast Blue for Type 6 probes and Fast Red for Type 1 probes. After counterstaining with 1:10,000 DAPI (Life Technologies) for 1 min, slides were cover-slipped with polyvinyl alcohol mounting media with DABCO (1,4-Diazabicyclo[2.2.2]octane, Sigma) to prevent fading.

Slides were imaged using Nikon Ti Eclipse fluorescent microscope and Zeiss 780 confocal microscope. Fast Blue was observed with a filter for Cy7, Fast Red was observed with a filter for Cy3. The expression levels of *Mog* and *Ermn* mRNA transcripts were quantified in the mPFC, forceps minor, the primary motor cortex (M1), and the piriform cortex (PIR). Four images per area were used for quantification. The forceps minor was defined by a 600 × 600 μm box centered within the region. The mPFC was defined by superimposing a digital template from the atlas of ref. 67 and marking the anterior cingulate, prelimbic, and infralimbic cortical boundaries. M1 was defined by a 700 × 700 μm box with the edge placed on the dorsal surface. The PIR was outlined from sections as a 200 μm-wide U-shaped band of stained cells extending lateral to medial for one-half of the width of the olfactory bulb.

Individual cells were identified on the basis of nuclear DAPI staining and were counted as expressing *Mog* or *Ermn* mRNA if one or more fluorescent dots were present in, or in close vicinity of (defined as a circle with twice the diameter of the DAPI staining) the area of DAPI staining. The analysis of *Ubc* mRNA expression was used as an internal control. The robustness of *Ubc* expression makes counting individual cells unreliable. Therefore, the area of positive *Ubc* labeling was quantitatively analyzed in a consistently positioned square (600 × 600 μm) in the mPFC containing the IL and PL using ImageJ software (http://rsb.info.nih.gov/ij/).

### Perfusions and brain sectioning

24 h following social defeat, mice were anesthetized using isoflurane and rapidly perfused transcardially with 0.9% saline followed by 4% paraformaldehyde in sodium phosphate buffer (pH 7.4 at 4 °C). Brains were rapidly removed from the skulls, postfixed overnight, and then placed in a solution containing 20% sucrose for 48 h. The frozen brains were cut into 30-μm thick coronal sections from the olfactory bulb to the end of the medulla using a freezing microtome (Leica). The slices were collected in a cold cryoprotectant solution (0.05 M sodium phosphate buffer, pH 7.3, 30% ethylene glycol, 20% glycerol) and stored at −37 °C until all samples were collected. Sections were then processed for myelin staining or immunohistochemistry.

### Black Gold myelin stain

Four brain sections spaced every 100 μm were selected between +1.8 and +1.3 mm from Bregma, containing the mPFC. Sections were washed three times for 10 min in cold KPBS then mounted onto Superfrost slides and dried overnight at room temp. Each slide contained samples from each experimental condition. All slides were stained at the same time. Slides were rehydrated in water for 2 min and then transferred into a slide mailer tube (Simport) containing 10 ml of 0.3% Black Gold II (AG105, Millipore) aurophosphate stain diluted in 0.9% NaCl preheated to 64 °C. Slides were incubated for exactly 16 min at 64 °C, then rinsed twice in RO water for 2 min each. Slides were then incubated in a preheated 1% sodium thiosulfate solution for 2 min at 64 °C, washed three times in RO water for 2 min each, dehydrated, and coverslipped with xylenes and Permount.

### Immunohistochemistry

Adjacent brain sections were stained for myelin basic protein (MBP) and glutathione S-transferase pi (GSTπ), a marker for mature oligodendrocytes. Free floating sections were washed 3x in PBS, blocked, and incubated overnight at 4 °C in rabbit anti-MBP (1:500; C-16 Santa Cruz Biotechnology) or rabbit anti GSTπ (1:300; ADI-MSA-102E, Enzo Life Sciences). Sections were rinsed and incubated for 60 min with AlexaFluor-555 anti-rabbit secondary (Invitrogen) to visualize MBP and GSTπ. DAPI was used to counterstain. Sections were mounted and analyzed using a Zeiss 780 confocal microscope. Three sections containing the prelimbic (PL) and infralimbic (IL) cortex of the mPFC from each animal were selected for quantitative analysis. Measurements were focused in a consistently positioned square (600 × 600 μm) in the mPFC containing the IL and PL. Confocal images were analyzed using ImageJ software (http://rsb.info.nih.gov/ij/).

### Stereology

Myelinated fiber length density (MFLD) was quantified in myelin-stained sections by the same observer (M.L.L.) using a computerized stereology system consisting of a Nikon E800 microscope and StereoInvestigator software (MBF Bioscience). MFLD was evaluated using the SpaceBalls probe, a 10-μm diameter sampling hemisphere for lineal features combined with a fractionator sampling scheme^68^. Each mPFC was closely delineated along the tracing window and covered an area 1.2–2.9 × 10^6^ μm^2^ depending on the location from bregma. Hemispheres were systematically and randomly placed within the stack of images through the ROI. The parameters for the grid were x (DV), 200 μm; y (ML), 100 μm; guard zone, 2 μm above and below the sphere. This yielded 40–98 frames per mPFC, ~500 frames per animal. Mean mounted section thickness was measured at every sampling location and ranged from 15.6–17.9 μm. The analysis was performed under brightfield illumination at 60x. To obtain MFLD, the total fiber length was divided by the planimetric measurement of the reference volume that was sampled, as calculated by the StereoInvestigator software.

### Statistics

All but the microarray data in this study are presented as mean ± S.E.M and analyzed with Student’s t-test. Statistical significance was set at p < 0.05.

## Additional Information

**How to cite this article**: Lehmann, M. L. *et al*. Chronic social defeat reduces myelination in the mouse medial prefrontal cortex. *Sci. Rep.* **7**, 46548; doi: 10.1038/srep46548 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplemental Table 1

## Figures and Tables

**Figure 1:**
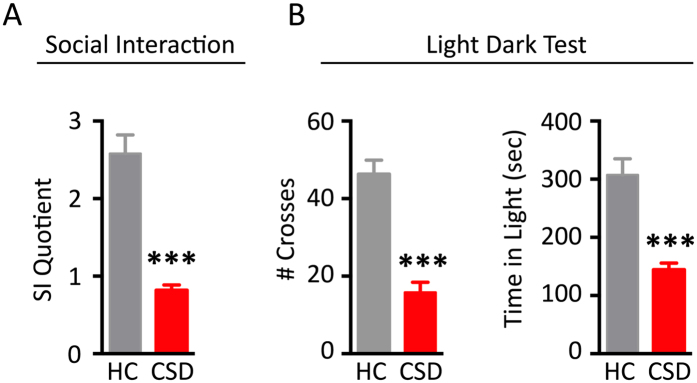
Chronic Social Defeat (CSD) significantly elevated depressive-like and anxiety-like behaviors in adult male mice. (**A**) In the social interaction task, CSD mice showed pronounced anti-social behavior measured by a significant decrease in preference for interacting with the CD-1 mouse. (**B**) In the Light/Dark test for anxiety, CSD mice showed a significant reduction in crosses between chambers, and spent more time in the dark compartment compared to HC mice. Results are expressed as mean ± SEM (*n* = 6 per group). Unpaired two-tail t-test: ***p < 0.001.

**Figure 2:**
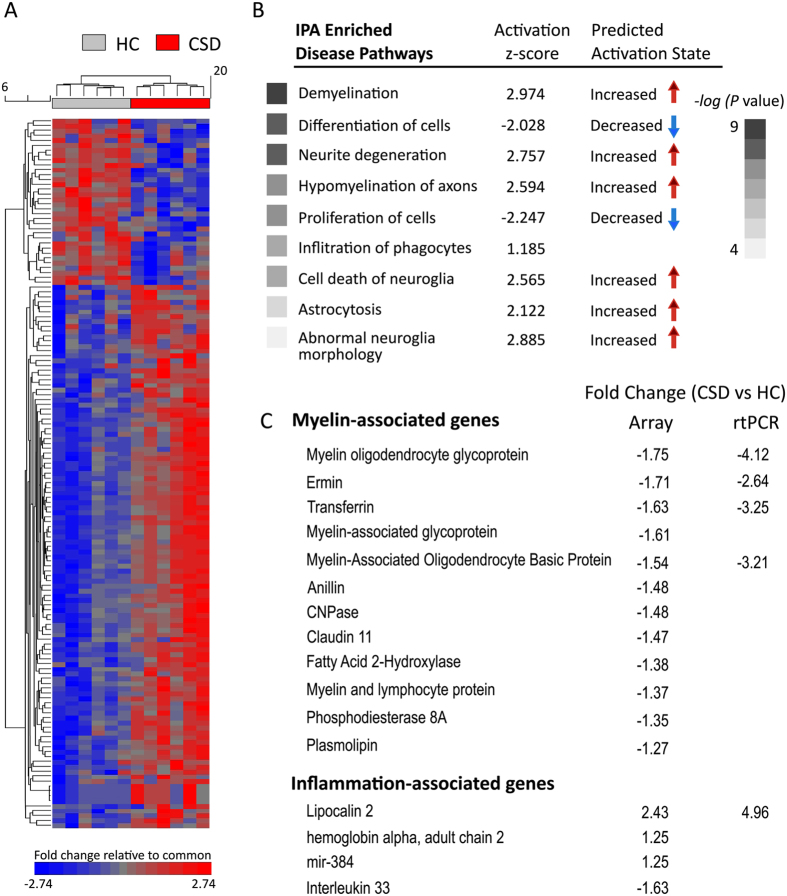
Gene expression changes induced by CSD were determined by microarray assay of the mPFC of HC vs. CSD mice. (**A**) Unsupervised hierarchical clustering and heatmap illustrates each individual’s expression pattern in 144 significant (p ≤ 0.05), differentially expressed named genes. Column dendrograms based on the gene expression data show that subjects cluster according to experimental conditions. Changes in gene expression are represented in the scale below the heatmap with red-to-blue gradient depicting an up- to down-regulation (≥2.74-fold increase → ≤ 2.74-fold decrease). (**B**) Highly enriched disease pathways was determined by Ingenuity Pathway Analysis (IPA) for all significantly altered gene transcripts. The z-score reported in the analysis describes the uniformity of the predicted activation state of the disease pathway with regard to what the change in gene expression was for the overlapping genes included in that pathway. (**C**) Selected myelin-associated genes and inflammation-associated genes are ranked by fold change. The direction and magnitude of changes were confirmed by qRT-PCR for a selected subset of up and down-regulated genes.

**Figure 3:**
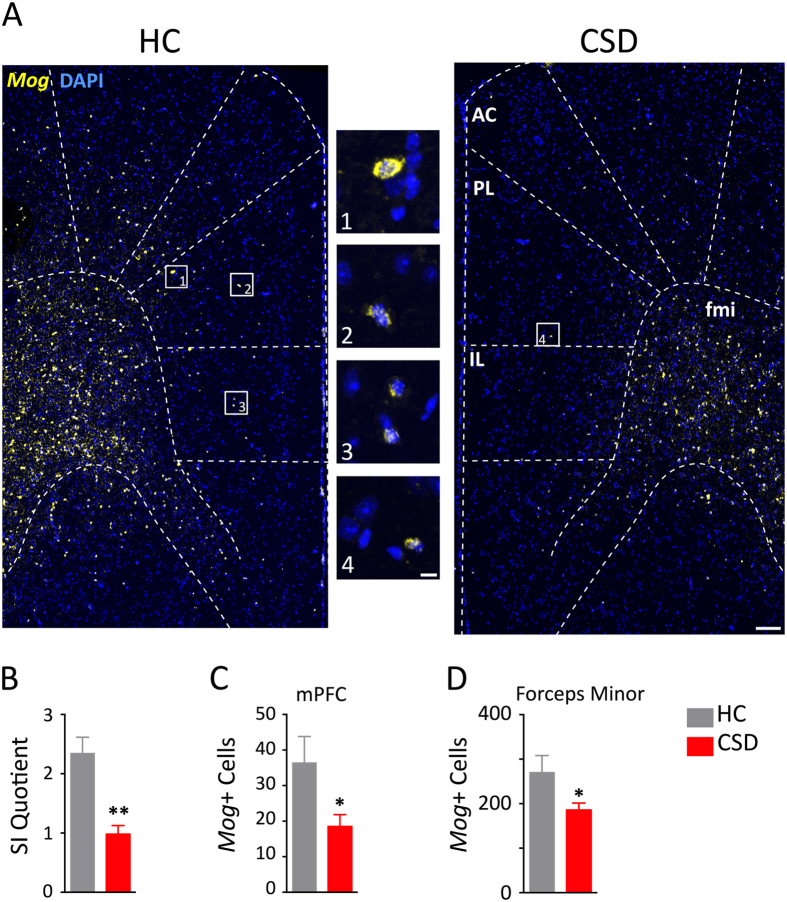
CSD reduced the expression of myelin oligodendrocyte glycoprotein (*Mog*) mRNA. (**A**) Representative fluorescent micrographs of *Mog* expression show comparative differences between HC and CSD frontal cortices. Dashed lines indicate anatomical regions and templates within which counts were made. The medial prefrontal cortex (mPFC) was defined by the anterior cingulate (AC), prelimbic (PL), and infralimbic (IL) cortices. fmi, forceps minor corpus callosum. Scale bars = 100 μm and 20 μm for low- and high-magnification photographs, respectively. (**B**) CSD mice showed markedly reduced social interaction (SI). CSD significantly reduced the number of *Mog*-positive cells in the mPFC (**C**) and fmi (**D**). Results are expressed as mean ± SEM (*n* = 5 per group). Unpaired two-tail t-test: *p < 0.05, **p < 0.005.

**Figure 4:**
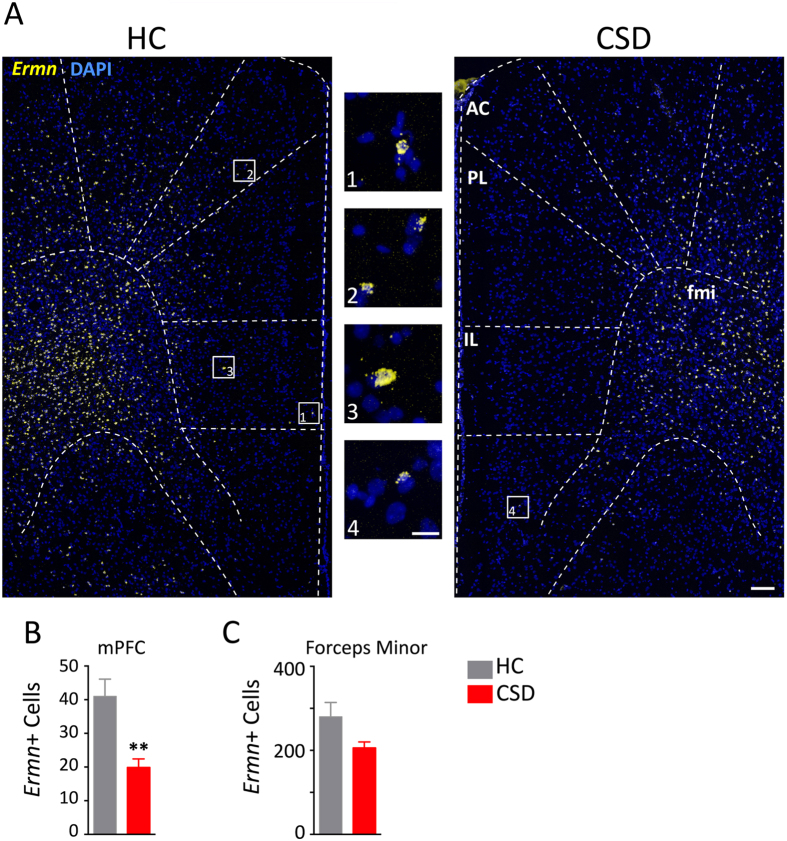
CSD reduced the expression of ermin (*Ermn*) mRNA. (**A**) Representative fluorescent micrographs of *Ermn* expression show comparative differences between HC and CSD frontal cortices. Dashed lines indicate anatomical regions and templates within which counts were made. The medial prefrontal cortex (mPFC) was defined by the anterior cingulate (AC), prelimbic (PL), and infralimbic (IL) cortices. fmi, forceps minor corpus callosum. Scale bars = 100 μm and 20 μm for low- and high-magnification photographs, respectively. (**B**) CSD significantly reduced the number of *Ermn*-positive cells in the mPFC. (**C**) Stress effects on *Ermn* expression in the fmi approached significance (*p* = 0.061). Results are expressed as mean ± SEM (*n* = 5 per group). Unpaired two-tail t-test: *p < 0.05, **p < 0.005.

**Figure 5:**
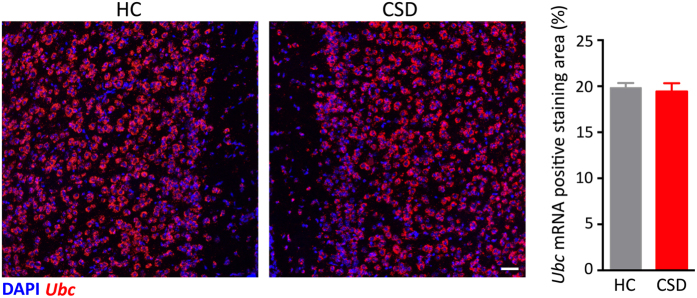
Stress does not alter the expression of ubiquitin C (*Ubc*) mRNA. (**A**) Representative fluorescent micrographs of *Ubc* expression show similarity between HC and CSD medial prefrontal cortex. Area of positive *Ubc* labeling was analyzed within this region and the graph to the right of the micrographs summarize the results. Results are expressed as mean ± SEM (*n* = 5 per group) Scale bar = 50 μm.

**Figure 6:**
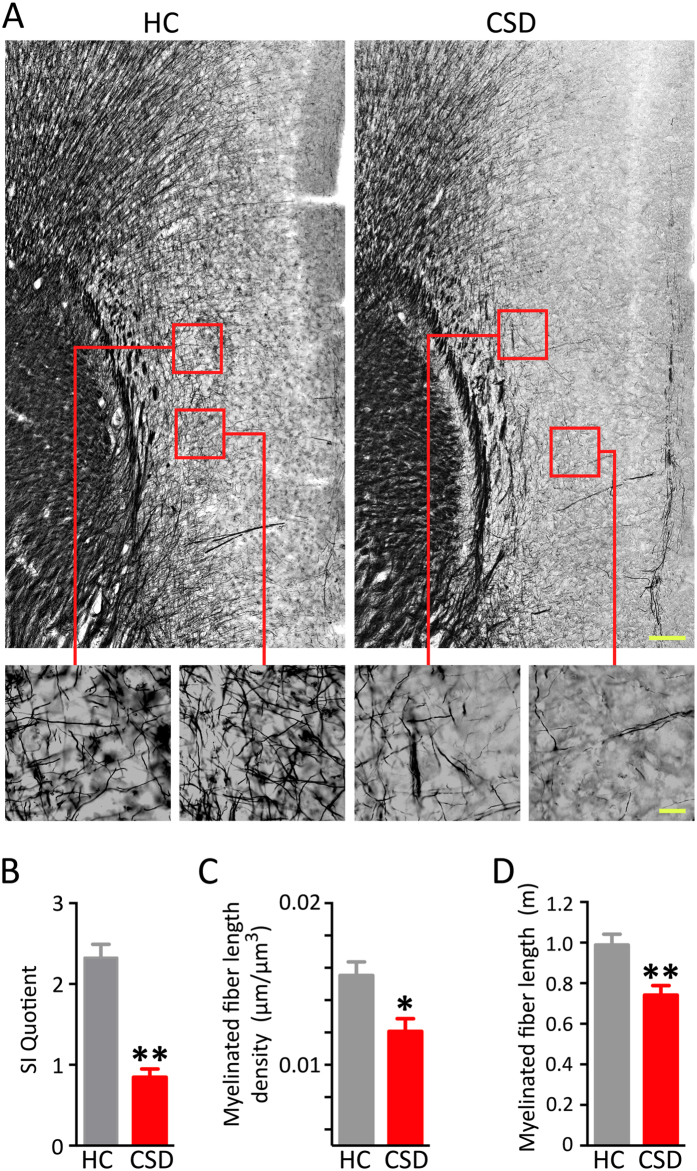
CSD decreased myelinated fiber density in the mPFC and increased social avoidance. (**A**) Representative photomicrographs of Black Gold-stained myelinated fibers show comparative differences between HC and CSD cortices. Scale bars = 100 μm and 20 μm for low- and high-magnification photographs, respectively. (**B**) CSD significantly reduced social interaction (SI). (**C**) CSD significantly reduced myelinated fiber density (**C**) and total myelinated fiber length (**D**) in the mPFC. Results are expressed as mean ± SEM (*n* = 6 per group). Unpaired two-tail t-test: *p < 0.05, **p < 0.005.

**Figure 7:**
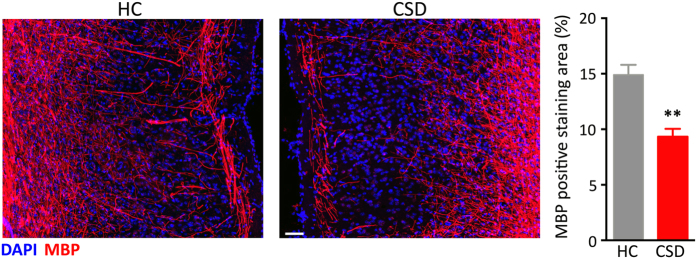
CSD reduced Myelin basic protein (MBP) immunohistochemical staining in the mPFC. Confocal images show differences between HC and CSD MBP immunoreactivity in the mPFC. CSD significantly reduced MBP immunoreactivity in the mPFC. Results are expressed as mean ± SEM (*n* = 6 per group) Scale bar = 50 μm. Unpaired two-tail t-test: **p < 0.005.

**Figure 8:**
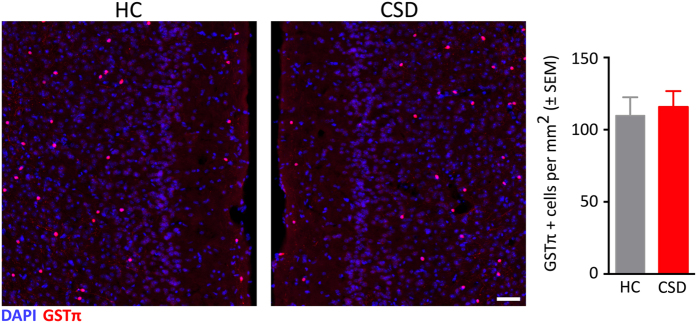
Chronic stress did not alter the number of mature oligodendrocytes (GSTπ-immunolabeled cells) in the mPFC. Confocal microscope images show similar densities of GSTπ positive cells in the mPFC of HC and CSD mice. No significant differences in GSTπ cell density were observed (graph). Results are expressed as mean ± SEM (*n* = 6 per group). Scale bar = 50 μm. Unpaired two-tail t-test (*p* > 0.05).

# Supplementary material for: Chronic social defeat reduces myelination in the mouse medial prefrontal cortex
**Source:** Sci Rep. 2017 Apr 18;7:46548. doi: 10.1038/srep46548
**Supplement:** Supplemental Table 1

## **Chronic social defeat reduces myelination in the mouse medial prefrontal cortex**

Michael L. Lehmann<sup>\*1</sup>, Thaddeus K. Weigel<sup>1</sup>, Abdel G. Elkahloun<sup>2</sup>, and Miles Herkenham<sup>1</sup>

[Supplementary Information](#)

Supplemental Table 1.

Gene list representing all significantly up- and down-regulated named genes that met the significance testing and fold change set at  $\geq 1.2$ . 

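The copy of this table used here lists 142 genes, 108 lower and 34 higher, each with an expression ratio and a p. By their accession, 83 genes could be paired with a probe set that names 1 gene, 77 of them lower and 6 higher in the paper's table. Of these, 81 had the same direction in the values analysed here, 75 lower and 6 higher, and 76 had an unadjusted p under 0.05 from limma, while 0 had an adjusted p under 0.05. The copy holds misread characters, in the ratio of Mog for one, so some mismatches can be misreadings. For 75 of the paired genes the ratio lay within 10% of the paper's. The paper's p lay within a factor of 3 of the unadjusted p of the methods' t-test for 63 genes and within a factor of 3 of its adjusted p for 0. The median p over the paired genes is 0.00105 in the paper's table, and in the methods' t-test it was 0.00244 before and 0.368 after adjustment. Of the paired lower genes, 40 belong to the oligodendrocyte lists. The other genes of the table were not paired here.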

Ingenuity Pathway Analysis (IPA) Gene View function and Core Analysis was used to determine the relation of named genes to myelin.

How the deposited data were processed for this re-analysis (not part of the article)

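Expression was measured in the mPFC of 6 HC mice and 6 CSD mice, 1 Affymetrix Mouse Gene ST array per mouse. The authors deposited log2 values made with RMA in the Affymetrix Expression Console, according to the methods and the submitters' processing notes, which give no versions in the sources used here. RMA subtracts background, normalizes the arrays to each other and summarizes the probes of a probe set. The table holds 35556 probe sets for 12 arrays, and no other columns of per-sample values were left aside. The arrays are of separate mice, and their number limits the precision, since an array has no read depth.

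From these values, the steps of the methods were followed where they are stated. System noise was estimated from a LOWESS curve (span 0.2) of the coefficient of variation on the mean. The curve stayed linear only above 14.04, beyond the median of 7.56, so that the rule set for this case, the 20th percentile of all values, gave 5.75. Of the probe sets 5718 had no value above it and were left out, 29838 were kept, and 4.67% of their values were raised to the noise level. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over the probe sets kept, no covariate) and called at an adjusted p under 0.05 and a fold change of at least 1.2. Where nothing passed, counts at an unadjusted p under 0.05 with the same fold limit are given. The total calls without adjustment were set beforehand as an alternative, and counting them by direction and leading with them was chosen after no probe set had passed. The comparison of groups for single genes used exact permutation tests over the 462 splits of 12 arrays into 6 and 6 (both ways round), two-sided, whose smallest p is 0.00216.

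The platform annotation of 2016 pairs 21789 probe sets with 1 gene, 1621 with several and 12146 with none, and of the kept ones 19310, 1233 and 9295. Entrez identifiers of 21698 probe sets with 1 gene were found in a RefSeq gene table, and 0 symbols had to be updated. Where several probe sets name the same single gene (922 genes), the brightest over all arrays was used, which gave 17656 measured genes. For 15 of these genes another probe set ran the opposite way at an unadjusted p under 0.05.

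Most genes named in the text were fixed by a rule set before the data were examined, with the fold changes in the paper's text, Fig. 2C and table seen. They are the genes the paper names for the array and its other experiments, the 5 named genes with the smallest p in each direction at a fold change of at least 1.2 (since none was called), and the 2 members of each gene list with the smallest p. Members named beyond this rule are marked as chosen after their values were seen. The 27 gene lists, written with the paper's table seen, cover the myelin sheath, myelin lipid synthesis, other genes of mature oligodendrocytes, oligodendrocyte transcription factors, oligodendrocyte precursors, newly formed oligodendrocytes, cholesterol synthesis, astrocytes, reactive astrocytes, microglia, inflammatory mediators, cell death, endothelial cells, pericytes and smooth muscle, meningeal fibroblasts, excitatory cortical neurons, inhibitory neurons, synaptic proteins, striatal neurons, choroid plexus and ependyma, red blood cells, blood leukocytes, immediate early genes, glucocorticoid-responsive genes, the circadian clock, heat shock and mitochondrially encoded proteins. The last had 0 measured genes, so 26 lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists. The share of lower genes in the first 4 lists was tested with Fisher's exact test against all measured genes.

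The alternatives set before the data were examined were the methods' t-test with and without adjustment, limma without adjustment, no fold limit and one of 1.5, no floor, no filter, a noise level 1 log2 unit higher, only probe sets with 1 gene, arrays centred on their medians, quantile normalization, a mean-variance trend with robust estimation, array weights, the replicate number as a block, the mean over the probe sets of a gene, leaving out each array in turn, and for the lists an estimated correlation and fry. Leaving out HC replicates 2 and 6 together and leaving out the lowest-numbered probe sets were added after seeing the data. Other splits of the arrays were counted over 100 draws (seed 11).

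The test was tried on simulated data for CSD against HC over 29838 probe sets with 200 changed ones, 50 per fold size. Limma called 34 of 50 at a fold of 1.25, 48 at 1.5, 49 at 2 and 49 at 3, with 5 false calls. The methods' t-test called 26, 46, 48 and 49, with 0 false calls. These rates hold for the simulated spread and do not carry over to the oligodendrocyte genes. In the real data limma did not call Mog, Ermn or Il33, at fold sizes of 1.78, 1.76 and 1.68. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The paper's pathway analysis was not repeated, and its in situ hybridization, staining, quantitative PCR and behavioral data were not analysed here. The genes Hba-a2, mt-Ts1 and Gapdh have no probe set that names them alone and were not analysed here.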

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

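The lists below were fixed before the data were examined; of the tests in this part, those given as leaving out HC replicates 2 and 6 or the lowest-numbered probe sets were chosen only after the result was seen, as were the whole-lineage test of the oligodendrocyte genes, the 3 tests on Lcn2 and the comparisons with it by mouse, the test of control probe sets and the counts by direction at an unadjusted p.

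Among 160 groups of 6 values, 6 had 1 array far from the other five by Dixon's ratio, where chance gives about 1 in 20. These were Bpgm in CSD replicate 10 (8.20 on the log2 scale), Dbp in HC replicate 5 (10.6), Hspa5 in CSD replicate 6 (12.0), Lhfpl3 in CSD replicate 2 (9.50) and Mafg in CSD replicate 2 (9.09), and the median of all values of HC replicate 2 (7.69).

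Gene lists that the paper does not report on stood apart in camera with a preset correlation, and none of them with an estimated correlation (adjusted p = 0.408 with an estimated correlation for cholesterol synthesis, newly formed oligodendrocytes and heat shock, 0.562 for the circadian clock and astrocytes, 0.690 for microglia and blood leukocytes and 0.468 for synaptic proteins). Apart from cholesterol synthesis and the circadian clock, each was also lost without at least 1 single array, as given under the processing. Cholesterol synthesis was lower (adjusted p = 2.85e-06), with 18 of 19 genes lower. The circadian clock was lower (adjusted p = 0.00636), with 11 of 17 genes lower. Astrocytes were lower (adjusted p = 0.0114), with 14 of 17 genes lower, among them S100b at −0.18 and Ntsr2 at −0.15. Newly formed oligodendrocytes were lower (adjusted p = 0.0286). Microglia were lower (adjusted p = 0.0363), with 16 of 18 genes lower, among them P2ry12 at −0.14 and C1qc at −0.13. Blood leukocytes were higher (adjusted p = 0.0363). Heat shock genes were higher (adjusted p = 0.0272), with 6 of 9 genes higher, among them Hspe1 at 0.15 and Hspa5 at 0.12. Synaptic proteins were higher (adjusted p = 0.0490), with 8 of 12 genes higher and a median of 0.01, among them Gria2 at 0.11 and Grin2a at 0.18.

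The lower expression of oligodendrocyte genes is the first of 3 patterns weighed. For all named genes together, other splits of the arrays argue against chance. In the real split 106 were lower at an unadjusted p, and at most 85 in the others (1 of 100 splits reached the real count). Of the 106 genes, 51 belonged to the oligodendrocyte lists. For the myelin sheath list alone the splits cannot decide, because it was written with the paper's table seen (24 genes passed, at most 26 in another split, 2 of 100 splits). A loss of the whole lineage is argued against only where it lowers the median log2 fold change of the precursor list to −0.166 or less. That median was −0.00797 (standard error of the list's mean 0.025). A smaller loss of precursors is not excluded. Of the 14 precursor genes, 7 had a lower and 7 a higher mean, and at an unadjusted p 3 were lower and 0 higher in limma. Olig2, which specifies the lineage and was not in that list, had a log2 fold change of −0.33. A smaller share of oligodendrocytes or of white matter in the CSD dissections stays open, because over the genes the slope on the mean oligodendrocyte level within groups correlated with the size of the difference at 0.86 (Spearman 0.846; genes are not independent replicates). A coordinated fall of transcription in oligodendrocytes would predict the same, so a biological effect of CSD on these cells stays open as well.

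Lcn2 was higher in 4 of 6 CSD mice. Leukocytes left in the tissue, which had been perfused with saline, are argued against by the small size of their differences, for the genes clear of noise. Of their 9 measured genes, 5 lay over 0.5 above the noise level in HC. Those 5 had a median log2 fold change of 0.0334 (SD over the genes 0.0493) where 0.5 was required. The other 4 include S100a9 and Ltf, which neutrophils carry, and so near noise a rise could be missed. The test therefore does not exclude neutrophils. In the 4 mice with high Lcn2, where Lcn2 differed by 1.97, no leukocyte gene differed by more than 0.163. The direction goes with leukocytes, since 8 of 9 of their genes correlated positively with Lcn2 over the CSD mice (median Spearman 0.429). The values ran from −0.0857 for Elane to 0.845 for Retnlg. Of all measured genes 69.0% did so (median 0.257). HC mice labelled as CSD at the arrays with low Lcn2, replicates 2 and 6, are argued against only weakly by their oligodendrocyte level. The higher of the levels lay −2.21 SD from the HC mean. The oligodendrocyte lists were written with the paper's table of these same arrays seen, so the level is not an independent check. A broad rise of inflammatory mediators over all 6 CSD mice is argued against by 0 of 25 such genes higher at an unadjusted p in limma, and 0 when adjusted. In the 4 mice with high Lcn2, 17 of 25 were higher, by a median of 0.024 (SD over the genes 0.126), with Ptgs2 the largest at 0.458. Over the CSD mice 20 of 24 correlated positively with Lcn2 (median Spearman 0.40), so a small rise in the mice with high Lcn2 is not excluded. A difference in how single mice responded to CSD stays open, since Osmr followed Lcn2 over the 6 CSD mice (Spearman 0.886) but 1048 of 17391 measured genes did so at least as closely.

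Probe sets with no gene listed were more often higher than lower, 202 against 66 at an unadjusted p. Chance cannot be excluded, since another split gave 439 (18 of 100 splits reached the real count). The HC arrays that stand apart are argued against as the cause, because without HC replicates 2 and 6 the count was 263. Whether they are control probe sets of the array cannot be told, because leaving out the lowest-numbered probe sets, which left 40, only restates how many lie there (165 higher and 62 lower inside, 37 and 4 elsewhere). A preparation that kept more small RNA stays open, since small nucleolar RNA genes had a median log2 fold change of 0.0161 with an SD of 0.109 over 49 genes, while 154 of 208 microRNA genes were higher, and no biological explanation was tested.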

How the results depend on the processing

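Leaving out HC replicates 2 and 6 together, leaving out the lowest-numbered probe sets and the counts by direction at an unadjusted p were chosen after seeing the data, while the total calls at an unadjusted p were set before. The lists of the myelin sheath, of other genes of mature oligodendrocytes and of oligodendrocyte transcription factors kept their direction and stayed past the threshold in every alternative run on the lists, and without 1 array their adjusted p ranged from 8.04e-38 to 5.87e-27, from 1.76e-43 to 8.31e-30 and from 7.08e-10 to 4.84e-06. Of 1849 values of named genes under an alternative, 1841 kept their direction, 24 were past the threshold where the main value was not, and 8 reversed. Dim probe sets limit the depth of the comparison, since 4.67% of the values lay at the noise level. No scaling moved the median of all probe sets by over 0.1. The cause of the changes below was not tested, except that testing fewer probe sets lowers the adjusted p by construction.

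After adjustment, limma called 0 probe sets. Only probe sets with 1 gene gave 21, all named, 4 of them of the myelin sheath. A mean-variance trend with robust estimation gave 14, 4 of the myelin sheath, and quantile normalization gave 1. Without the lowest-numbered probe sets there were 12, standing for 11 named genes, 3 of the myelin sheath. The calls at an unadjusted p were 406 probe sets and 120 named genes in limma, and 301 and 110 in the methods' t-test, with 18 of the myelin sheath in both. No array left out gave a call after adjustment.

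At an unadjusted p, 221 probe sets were higher and 185 lower, and 14 and 106 named genes. No fold limit gave 999 and 1517, and 334 and 1151 named genes. A fold limit of 1.5 gave 7 and 13, and 1 and 12 named genes. Only probe sets with 1 gene gave 14 and 113, and without the lowest-numbered probe sets 60 were higher and 124 lower. Centring turned the share of higher probe sets from 54.4% to 44.1% and gave 9 named genes higher. Without HC replicates 2 and 6, 22 named genes were higher. Without 1 array, 8 to 26 named genes were higher (8 without CSD replicate 9, 9 without CSD replicate 7 and 26 without CSD replicate 6), 89 to 127 were lower, 154 to 302 probe sets were higher and 153 to 228 lower, the share of lower genes in the oligodendrocyte lists was 39.0% to 52.2%, and 24 to 26 myelin sheath genes passed when adjusted over the list alone. The lowest correlation of an array with its group was 0.991 and became 0.993 over all probe sets of the table.

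With an estimated correlation the list tests gave an adjusted p of 0.0696 for myelin lipid synthesis, 0.408 for newly formed oligodendrocytes, cholesterol synthesis and heat shock, 0.562 for astrocytes and the circadian clock, 0.690 for reactive astrocytes, microglia and blood leukocytes, and 0.468 for synaptic proteins. The fry test asks whether a list changed at all, and not whether it stood apart from other genes as in camera. Its adjusted p was 0.103 for newly formed oligodendrocytes and for cholesterol synthesis, 0.243 for astrocytes, 0.713 for reactive astrocytes and 0.424 for microglia. It was 0.466 for synaptic proteins, 0.587 for blood leukocytes, 0.244 for the circadian clock and 0.401 for heat shock. In camera, synaptic proteins were at 0.0631 without the floor and 0.114 with arrays centred.

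Without 1 array, the adjusted p of astrocytes ranged from 0.000547 to 0.0829 (lost without HC replicate 1), of newly formed oligodendrocytes from 0.00915 to 0.0636 (lost without HC replicate 3, and at 0.0589 without HC replicate 4), and of reactive astrocytes from 0.0179 to 0.248 (lost without CSD replicate 7, and at 0.124, 0.145, 0.0716 and 0.101 without HC replicates 1, 4 and 5 and CSD replicate 9). Microglia ranged from 0.00672 to 0.141 (lost without CSD replicate 9, and at 0.0936, 0.119, 0.130 and 0.104 without HC replicates 1, 2 and 6 and CSD replicate 10). Blood leukocytes ranged from 0.0122 to 0.376 (lost without HC replicate 6, and at 0.0936, 0.0635 and 0.0905 without HC replicate 1 and CSD replicates 8 and 10). Heat shock ranged from 0.0069 to 0.131 (lost without HC replicate 2, and at 0.0578, 0.10 and 0.0528 without HC replicates 1 and 5 and CSD replicate 10). Synaptic proteins ranged from 0.0122 to 0.325 and were lost without HC replicates 1 (0.124), 2 (0.325), 3 (0.117) and 5 (0.0562) and CSD replicates 2 (0.0618), 6 (0.0606), 8 (0.0851), 9 (0.0634) and 10 (0.0566). Striatal neurons ranged from 0.0223, without CSD replicate 7, where the list passed on the lower side, to 0.755. Cholesterol synthesis (4.26e-08 to 0.000212), myelin lipid synthesis (3.61e-11 to 2.01e-08) and the circadian clock (0.000794 to 0.0368) passed without any 1 array.

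Only the replicate numbers 2 and 6 occur in both groups, the mice are separate, and the deviations of the arrays that share a number correlated at −0.21 and −0.0355, so the numbers pair nothing. With the replicate number as a block, so that 4 arrays carry the contrast, 451 probe sets and 192 named genes were lower, 0 myelin sheath genes passed when adjusted over the list alone, and the smallest adjusted p was 1. The log2 fold change then reversed for Lcn2 (−0.267), Mafg (−0.134), Osmr (−0.269), Grin2a (−0.0714), Grin2b (−0.0575), Col1a1 (−0.0201), Aifm1 (−0.00521) and P2ry12 (0.0518).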

Differences from the paper's values

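Below, the setting without the lowest-numbered probe sets and the counts by direction at an unadjusted p were chosen after seeing the data. The paper reports 386 genes that differed at a fold change of 1.2, and here 0 probe sets passed at an adjusted p under 0.05, the threshold of the methods. The paper's count of named genes is 140 and the value here 0, its count of higher named genes is 34 and the value here 0, and its count of lower named genes is 108 and the value here 0. Of the alternatives set before the data were examined, the calls at an unadjusted p under 0.05 fall within a factor of 1.5 of the paper's counts for all genes (406 in limma and 301 in the methods' t-test) and for named genes (120 and 110). Counted by direction, they do so for lower named genes (106 and 100) and not for higher ones (14 and 10). Every other alternative differs from the 4 counts. Among these, only probe sets with 1 gene (21 named genes), a mean-variance trend with robust estimation (14) and quantile normalization (1, Gltp) called genes at the adjusted threshold, each lower. Both of the first include Il33, Mog and Trf, which the paper names, and Pllp of Fig. 2C. Without the lowest-numbered probe sets, 11 named genes were called, among them Il33 and Pllp.

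For Mafg the paper's fold change is 1.35 and the value here is 1.02. No alternative set before the data were examined reached the paper's value.

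The heat map of Fig. 2A shows its larger block of genes in the color of lower values under the HC bar and in that of higher values under the CSD bar. Here 106 named genes were lower and 14 higher in CSD at an unadjusted p, and Mog, Ermn, Trf, Il33 and Mag were lower in all 6 CSD mice, as the paper's text has them.

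The paper states that most genes that differed were lower. Among the named genes that was so here (106 of 120 at an unadjusted p), whereas of all 406 probe sets 185 were lower and 221 higher. This contrast depends on the setting, since lower probe sets prevailed with arrays centred on their medians (218 against 172), without a fold limit (1517 against 999), at a fold limit of 1.5 (13 against 7), with only probe sets with 1 gene (113 against 14), with the replicate number as a block (451 against 219), without the lowest-numbered probe sets (124 against 60) and without HC replicate 3 (222 against 193), CSD replicate 7 (222 against 193) or CSD replicate 9 (186 against 154).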

Other observations

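In this part, the counts by direction at an unadjusted p and the smaller direction of the splits were chosen only after the result was seen. Genes of cholesterol synthesis, which oligodendrocytes need for myelin, were lower in CSD by small amounts, with a median log2 fold change of −0.09. When adjusted over the list alone in limma, 4 of 19 fell: Insig1, a sensor that restrains the pathway, at −0.18, Hmgcs1, an early enzyme, at −0.13, and Nsdhl at −0.19 and Lss at −0.14, both chosen after their values were seen. Of 17 circadian clock genes 4 fell when adjusted over the list alone in limma. Ciart, a repressor of the clock, was at −0.46 (standard error 0.10, adjusted p = 0.00407 over the list alone in limma), Dbp, an output gene of the clock, at −0.33 (standard error 0.07), and Nr1d1 at −0.28 and Bhlhe41 at −0.27, both chosen after their values were seen. The lists were lost with an estimated correlation (adjusted p = 0.408 for cholesterol synthesis and 0.562 for the clock).

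The lists of this paragraph did not pass in camera with all arrays, although that of striatal neurons did without CSD replicate 7 (adjusted p = 0.0223), and 0 of their members passed in limma when adjusted over the list alone, and none at an unadjusted p under 0.05 except where said. The adjusted p in camera was 0.328 for endothelial cells (2 of 16 lower at an unadjusted p, Tek at −0.21 and Emcn at −0.21), 0.799 for pericytes and smooth muscle (Anpep at −0.16, Myh11 at 0.11), 0.348 for meningeal fibroblasts (Col3a1 at 0.10, Col1a1 at 0.09), 0.491 for excitatory cortical neurons (Foxp2 at −0.14, Grin2b at 0.08) and 0.328 for inhibitory neurons (Dlx5 at −0.23, Dlx1 at −0.20, 1 of 15 lower at an unadjusted p). It was 0.443 for striatal neurons (Drd1 at −0.16, lower at an unadjusted p, and Six3 at −0.09), 0.283 for choroid plexus and ependyma (Tmem212 at −0.23, lower at an unadjusted p, and Otx2 at −0.22) and 0.840 for red blood cells (5 of 14 listed genes measured, Bpgm at −0.16, lower at an unadjusted p, and Alas2 at 0.14). The medians of pericytes (−0.01) and meningeal fibroblasts (−0.01) were below 0 while camera placed both lists on the higher side. Single arrays moved the size of some of these values. Without 1 array, Anpep ranged from −0.23 to −0.09, Six3 from −0.13 to −0.04 and Alas2 from 0.08 to 0.21.

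Mbp and Gstp1, which the paper measured by other means, were on the array. Mbp was 11.73 ± 0.14 (SD, n = 6) in HC and 11.41 ± 0.13 (SD, n = 6) in CSD, a log2 fold change of −0.32 (standard error 0.07, adjusted p = 0.199 from limma), with all 6 CSD mice below all HC mice. Gstp1, a glutathione transferase, was 11.91 ± 0.04 (SD, n = 6) in HC and 11.77 ± 0.11 (SD, n = 6) in CSD, a log2 fold change of −0.14 (standard error 0.05, adjusted p = 0.455 from limma), with 5 of 6 CSD mice below all HC mice.

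Other splits of the arrays into 6 and 6 do not exclude chance for the number of probe sets higher at an unadjusted p (221, at most 477, 19 of 100 splits). For the calls after adjustment the splits say nothing, because a real count of 0 is reached by all 100 (at most 2 probe sets and 0 named genes in another split). Each other split carries the larger of its 2 directions, so the smaller real counts are not compared with their like and decide nothing, which holds for named genes higher (14, at most 85, 58 of 100 splits) and all probe sets lower (185, at most 477, 26 of 100 splits). Taking the smaller direction of every split instead was tried after these values were seen, with 9 of 100 splits at 14 or more (at most 49) and 1 of 100 at 185 or more (at most 181 in another), and is not used to exclude chance. The 24 myelin sheath genes that passed when adjusted over the list alone (at most 26, 2 of 100 splits) come from a list written with the paper's table seen, so this split test decides nothing either.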
